A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "p38 Mediates Resistance to FGFR Inhibition in Non-Small Cell Lung Cancer" (2021).

How the data were processed

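The data were RNA sequencing libraries of Saccharomyces cerevisiae (W303 background), from 2 cultures of a trf4 deletion strain and 2 wild-type cultures grown in rich medium. Per the labels, total RNA was extracted with phenol and chloroform, treated with DNase I and depleted of ribosomal RNA, and paired-end libraries were made with a ScriptSeq kit and sequenced on a HiSeq instrument. The authors deposited a table of whole-number counts per feature with a column for each of the 4 libraries and no normalisation. The aligner, the counting program, their versions, the genome build and whether strand was used are not stated. Features carry systematic yeast names or ENSRNA identifiers. The paper paired with these data describes human lung cancer cell lines and not these yeast libraries, so none of its methods or values were used, and the analysis followed a standard design for counts.

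Of 7445 features, 6162 matched the RefSeq gene table (assembly R64), which gave symbols, lengths, overlaps and neighbours only. No coordinates are printed, since the build behind the counts is unknown. Chromosomes and arms come from the systematic names. Library totals ranged from 53516242 to 57964567 counts, so that 1 count was 0.0173 to 0.0187 CPM before scaling. Libraries were numbered within each group in the order of deposition, and these numbers pair nothing across groups.

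Counts were analysed in R 4.3.3 with edgeR 4.0.16. Features were kept by filterByExpr (6372 features), and libraries were scaled by TMM, with factors of 1.125 and 1.111 for trf4Δ and 0.904 and 0.885 for the wild type. The genotype effect was tested with glmQLFit and glmQLFTest on all 4 libraries without covariates, two-sided, with Benjamini-Hochberg adjustment over all features tested and a threshold of 0.05. The SE of a log2 fold change was derived from the quasi-likelihood F statistic, as the size of the log2 fold change divided by the square root of F. Normalised levels are CPM with TMM-scaled library sizes, given as mean ± SD. Correlations and principal components used log2 CPM values, with a pseudocount of 1 for the correlations.

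Gene lists were written before the data were examined. There were 13, of which 12 had at least 5 members kept by the filter. They were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with fry and with camera at an estimated correlation, which with 2 libraries per group has few residual degrees of freedom. Camera asks whether a list changes more than other features do, whereas fry asks whether the list changes at all. A list's median log2 fold change was taken relative to the median of all other features tested. Random lists were drawn 10000 times from 20 bins of mean expression, a choice made after the data were seen, and give a smallest two-sided p of 2e-04. A fold against a group at or under 3 counts in each library was treated as a bound.

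The features named were fixed by rule before the data were examined. They were the targeted gene, RIO1, the 6 largest changes in each direction among features with an adjusted p under 0.05, a mean count of at least 50 and groups that did not overlap, and up to 3 members of each list with the smallest adjusted p if under 0.05. Marker genes of mating type and the neighbours of the deleted gene were also listed beforehand. The phosphate-responsive genes were chosen after values were seen.

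Alternatives were scaling by size factors of the DESeq2 type, by library size alone or from nuclear ORFs only, no filter, at least 10 counts in every library, robust quasi-likelihood fitting, DESeq2 1.42.0, thresholds of 0.01 and 0.1 for the adjusted p, 3 or 10 ORFs per arm, a pseudocount of 0.1, and leaving out each library in turn. The last gives no test, since an arm then has 1 library.

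The test was tested on simulated data before use. Of 6338 simulated genes tested, 197 were changed, and 72.1% of them were recovered, rising to 90.6% of those changed at least 2-fold and falling to 45% of those changed by 0.5 on the log2 scale. There were 9 false calls, 5.96% of the calls, and the median error of the log2 fold change was 0.0944. The changed genes were few and drawn at random, without a link to abundance. In the data 60.1% of features were called and the change followed abundance, so these rates may not carry over. In a simulated list test over 6337 genes, a shifted list was found, and 0 of 20 unshifted lists had a p under 0.05. Simulated genes carry no information on how strongly the genes of a real list vary together. The list simulation therefore cannot show that the preset inter-gene correlation suits the data, and it does not back the camera p-values. No list passed when camera estimated that correlation from the data. Tests for the closing observations and the figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.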

Results

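RNA levels were measured by sequencing in budding yeast (Saccharomyces cerevisiae), in 2 cultures of a strain that lacks TRF4 and 2 cultures of the wild type. TRF4 encodes a noncanonical poly(A) polymerase of the TRAMP complex, which marks nuclear RNA for processing or decay by the nuclear exosome. In the deletion strain (trf4Δ) the gene was replaced by a hygromycin resistance cassette. All cultures were in exponential growth, and ribosomal RNA was removed from total RNA before the libraries were made. The deposited table gave whole-number counts for 7445 features in all 4 libraries. The total count was 53516242 and 54176921 in the trf4Δ libraries, and 56363561 and 57964567 in the wild-type libraries. A floor of 3 counts corresponded to between 0.0518 and 0.0561 CPM (counts scaled to the library total), and such floors cover counting error only. At least 10 counts were found for 6399 and 6381 features in the trf4Δ libraries and for 6237 and 6221 features in the wild-type libraries. The 10 most abundant features together held between 8.03% and 8.41% of the counts across the 4 libraries.

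The table listed many noncoding features at 0 in every library. These were 302 of 319 features with ENSRNA identifiers, 262 of 299 tRNA features, 30 of 76 snoRNA features and 13 of 14 nuclear rRNA features. By comparison, 88 of 6006 nuclear open reading frames (ORFs) were listed at 0 throughout. SCR1 had 3 and 1 counts in trf4Δ and 1 and 0 in the wild type, and the snoRNA features SNR17A, SNR30, SNR190 and SNR128 were listed at 0. How reads were assigned to features is not stated, so a listed 0 is not evidence that such an RNA was missing from the cells.

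Replicates were compared before they were averaged. Across features, the Pearson correlation of log2(CPM + 1) was 0.994 between the trf4Δ libraries and 0.998 between the wild-type libraries, against 0.960 to 0.962 for pairs from different groups. These correlations are across genes, which are not independent replicates. The chi-square statistic per degree of freedom was 101 within trf4Δ and 60.6 within the wild type, so neither pair was a library deposited more than once. The first principal component held 90.6% of the variance and separated the groups, and the second held 6.1%. No sequencing date or batch is given by the labels, so a batch that coincided with the groups could not be separated from genotype. An exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.333, so single features were tested only with a model fitted across all features.

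The targeted gene was examined first, as a check of the labels. TRF4 is listed as PAP2 (YOL115W, chromosome XV) and had 21 and 40 counts in the trf4Δ libraries, against 8102 and 8468 in the wild type. The normalised level was 0.507 ± 0.224 CPM (SD, n = 2) in trf4Δ and 162 ± 4.16 CPM (SD, n = 2) in the wild type. The log2 fold change was -8.31 (SE 0.21), a 318-fold lower level, with an adjusted p of 1.02e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the alternatives, leaving out the second trf4Δ library moved this value most, to -8.85. The counts thus followed the genotype given by the labels in all 4 libraries.

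RIO1 (YOR119C, chromosome XV), a kinase gene named in the title of the series, was lower in both trf4Δ libraries than in both wild-type libraries. Its level was 88.6 ± 0.569 CPM (SD, n = 2) in trf4Δ and 146 ± 1.42 CPM (SD, n = 2) in the wild type. The log2 fold change was -0.72 (SE 0.08), with an adjusted p of 0.000268 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaling by library size alone reduced it to -0.40. The series concerns Rio1 and RNA from centromeres, and centromeric RNA itself was not analysed here.

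The comparison of trf4Δ with the wild type asked which features change when TRF4 is absent. Of 6372 features tested, 1992 were higher and 1840 were lower in trf4Δ at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), together 60.1% of the features. Higher features made up 52% of the calls. At a change of at least 2-fold the split was uneven, with 985 features higher and 153 lower, so that 86.6% were higher. The balance depended on the scaling. With library size alone, 3162 features were higher and 739 lower, 81.1% higher, and the median log2 fold change of all features was 0.336 in place of 0.014. That setting gave 28 features at least 2-fold lower. Of the 3832 calls, 2731 were shared with library size alone. The other scalings and filters, robust quasi-likelihood fitting and DESeq2 shared between 3609 and 3821. Changes are therefore given with edgeR's TMM scaling, and those of gene lists relative to all other features. Both trf4Δ libraries lay outside the range of both wild-type libraries for 5221 features (81.9%), where chance alone gives 33.3%. For 25 of the features called higher, both wild-type libraries were at or under the floor of 3 counts. The common biological coefficient of variation was 0.103.

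The direction of change followed abundance. When features were ranked by mean expression and divided into 10 groups, the lowest group (median 0.936 CPM) had a median log2 fold change of 1.18, with 338 features called higher and 8 lower. The median fell at each step to -0.53 in the highest group (median 574 CPM), where 49 features were called higher and 448 lower. Both trf4Δ libraries gave this order, at 1.15 and 1.06 in the lowest group and -0.53 and -0.55 in the highest. The wild-type libraries differed from each other by 0.10 or less in the median of any group. With groups formed by mean CPM, the median of the lowest was 1.19, and it stayed there when the 26 features at the floor in a group were set to their bound. Under library size alone all these medians rise together, so only their order is independent of the scaling.

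**Figure D1:**
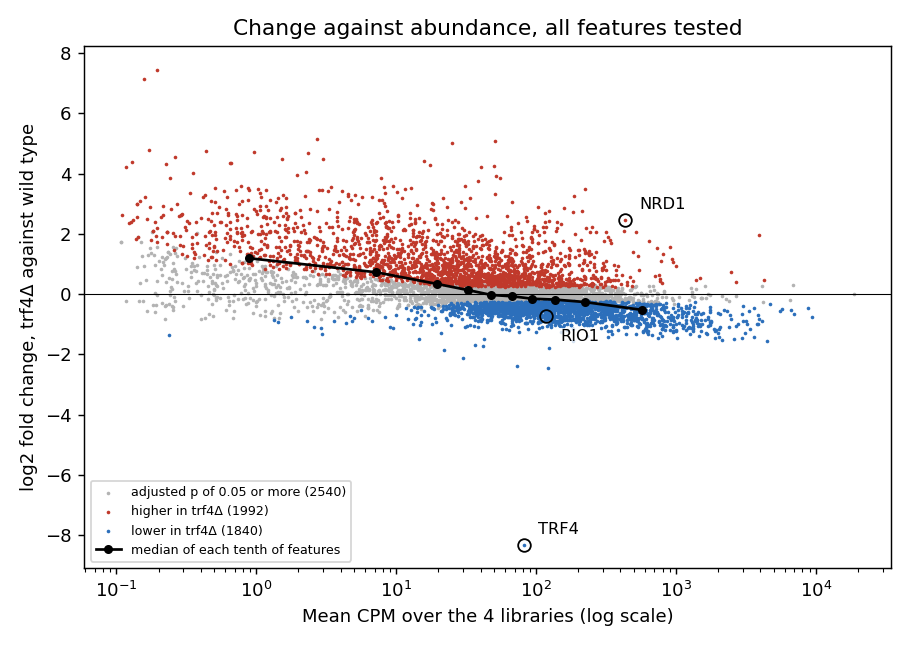
Log2 fold change of trf4Δ against the wild type (vertical axis) and mean CPM over the 4 libraries (horizontal axis, log scale) for the 6372 features tested, with 1992 called higher in red, 1840 called lower in blue and the others in grey. Black points and line mark the median of each of 10 groups of features by mean CPM, which falls from left to right, and circles mark TRF4, NRD1 and RIO1.

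The features with the largest changes were taken by a rule fixed before the data were examined. It required an adjusted p under 0.05, a mean count of at least 50 and no overlap between groups, and took the 6 largest log2 fold changes in each direction. On the higher side, SNR10 rose by a log2 fold change of 5.15 (SE 0.38), from 9 and 6 counts in the wild type to 369 and 268 in trf4Δ. SNR10 overlaps YGL088W in RefSeq R64, so its counts are uncertain. YKL102C rose by 5.07 (SE 0.13), from 161 and 142 counts to 5794 and 6167, with an adjusted p of 1.02e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. YJL047C-A rose by 5.00 (SE 0.13), from 77 and 78 counts to 2866 and 2989. It overlaps SNR60 in RefSeq R64 and is uncertain for the same reason. YBR200W-A (4.73), YDR034C-A (4.67) and SNR58 (4.50) rested on 10 counts or fewer in each wild-type library. YBR200W-A had 6 and 1 counts in the wild type, and its value was 3.97 without the second wild-type library. No value is given without the first, since the count left is under the floor. The strand used in counting is not stated, so transcription from the opposite strand cannot be excluded for any of these features.

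On the lower side, PAP2 was followed by PHO12 (YHR215W, chromosome VIII) at -2.47 (SE 0.09), with 2302 and 2200 counts in trf4Δ against 10505 and 10629 in the wild type. The next were YNL040W at -2.37 (SE 0.11), ARG3 (YJL088W) at -2.13 (SE 0.11), PHO11 (YAR071W) at -1.87 (SE 0.13) and HO (YDL227C) at -1.78 (SE 0.09). PHO11 and PHO12 are near-identical copies, and how reads were divided between them is not known. The adjusted p of these 5 features ranged from 3.28e-06 to 3.01e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the 6 features on either side changed direction or lost its call under the other scalings and filters, robust quasi-likelihood fitting or DESeq2, wherever the filter left it to be tested.

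**Figure D2:**
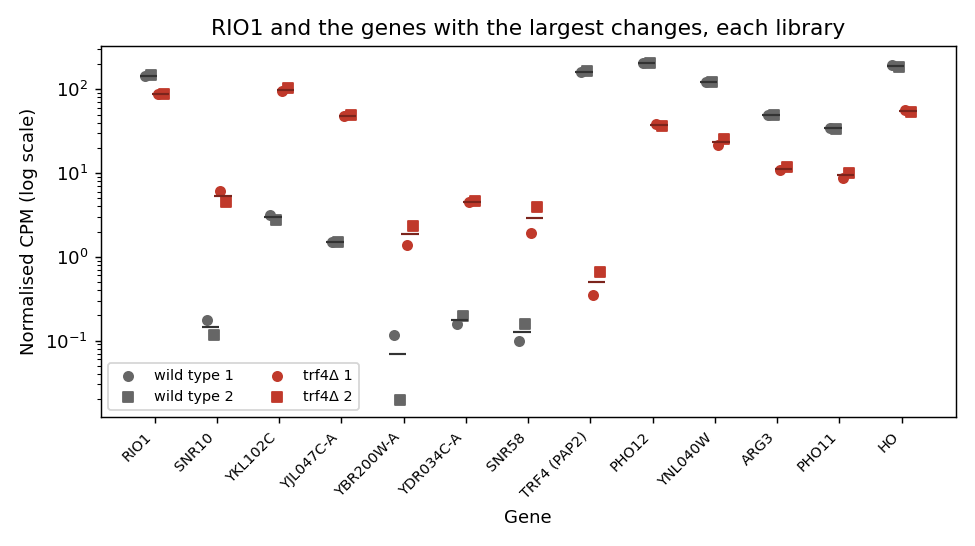
Normalised CPM (log scale) of RIO1 and of the features with the 6 largest changes in each direction, with a symbol for each of the 4 libraries (grey, wild type; red, trf4Δ) and a bar at the mean of each group. For each feature the groups do not overlap, and TRF4 (PAP2) falls from a mean of 162 to 0.507 CPM.

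Lists of genes written before the data were examined were tested with camera at a preset inter-gene correlation of 0.01, and the p-values were adjusted by the Benjamini-Hochberg method over the 12 lists tested. Of these, 8 had an adjusted p under 0.05. All 8 also passed with fry, but fry asks only whether a list changes at all, so this does not back a difference from other features. None of the 12 passed when camera estimated the correlation from the data. Because abundance alone moved the fold changes, each list was also set against 10000 random lists matched on mean expression, an alternative chosen after the data were seen. List medians are log2 fold changes relative to all other features. Counts of calls adjusted over the list alone equalled those adjusted over all features except where stated.

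Factors of TRAMP, the nuclear exosome and the Nrd1-Nab3-Sen1 (NNS) termination complex, 20 genes without TRF4 itself, had a median of -0.51 and a camera adjusted p of 0.012. Of these, 16 were lower and 2 higher, and the same counts were found adjusted over the list alone. The difference from matched lists was -0.30, with an adjusted p of 0.0132 over random lists. MTR4 (-0.87) and AIR1 (-0.73) were among the lower genes, while NRD1 (YNL251C) rose by 2.47 (SE 0.11). NRD1 reached 736 ± 74.8 CPM (SD, n = 2) in trf4Δ and 133 ± 9.31 CPM (SD, n = 2) in the wild type, a 5.55-fold higher level. NRD1 is also in a list of 7 genes whose mRNA is known to be attenuated by NNS termination. That list had a median of 0.08 and a camera adjusted p of 0.0273, with 3 genes higher (NRD1, URA8 at 1.81 and IMD2 at 0.46) and 0 lower. At an adjusted p of 0.0531 it did not pass against matched lists, and without the first trf4Δ library its median was 0.24.

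Kinetochore genes, 42 in all, had a median of -0.09 and did not differ from other features by camera (adjusted p 0.255). Fry found no change of the list as such (adjusted p 0.238). Of these, 8 were higher and 13 lower, among them CBF1 (-1.04), NNF1 (-1.09) and MCM16 (0.93). Against matched lists the difference was -0.23, with an adjusted p of 0.0297 over random lists. The kinetochore median was -0.04 without the first trf4Δ library and -0.05 without the second wild-type library. All 8 core histone genes were lower, with a median of -0.86, a camera adjusted p of 0.000697 and a difference of -0.40 from matched lists. HHT1 (-0.72), HTB2 (-1.02) and HHF1 (-0.84) had the smallest p-values, and each has a near-identical copy with which reads may be shared.

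Ribosomal protein genes had a median of -1.07, with 126 of 138 lower and 1 higher and a camera adjusted p of 6.98e-32. Their difference from matched lists was -0.65. Many are pairs of near-identical copies, including RPL26B (-1.46), RPS25B (-1.34) and RPL36A (-1.37), so values of single genes are uncertain. Ribosome biogenesis genes, which include RIO1, had a median of -0.82, with 58 of 60 lower and 0 higher and a camera adjusted p of 4.83e-19. UTP6 (-1.05), UTP9 (-1.10) and UTP18 (-1.02) were among them, and the list differed from matched lists by -0.43. Genes induced in the environmental stress response moved the other way, with a median of 1.83, 32 of 33 higher and 0 lower and a camera adjusted p of 2.38e-29. GLK1 (2.89), PGM2 (3.06) and HSP42 (2.27) had the smallest p-values in that list. The stress genes stood 1.85 above matched lists. These 3 lists gave the smallest p-value that 10000 random lists allow, 0.00048 after adjustment. The 9 DNA damage genes had a median of 0.08 and did not pass camera (adjusted p 0.973), although fry gave an adjusted p of 0.0069. That median was -0.0054 without the first trf4Δ library, and the difference from matched lists was -0.045. HUG1 (1.44) and RNR3 (0.92) were higher and RNR4 (-0.43) was lower. The call for RNR4 was lost under library size alone, at -0.11.

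**Figure D3:**
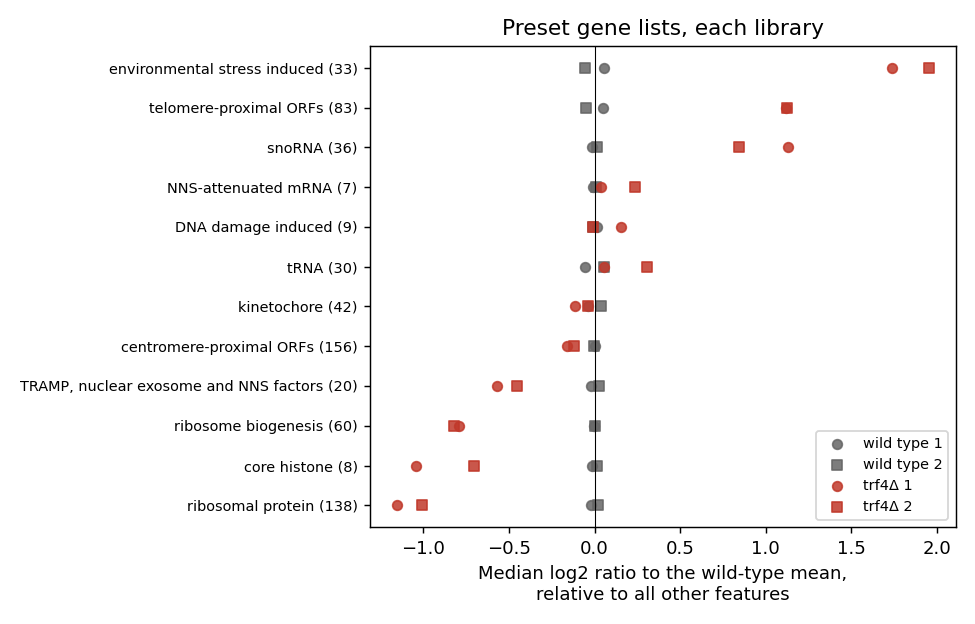
Median log2 ratio to the wild-type mean, relative to all other features (horizontal axis), for the 12 lists tested, with the number of features tested in parentheses and a symbol for each of the 4 libraries (grey, wild type; red, trf4Δ). Both trf4Δ libraries lie to the right for stress genes, telomere-proximal ORFs and snoRNA features and to the left for ribosomal protein, core histone and ribosome biogenesis genes, while DNA damage genes lie on both sides of 0.

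Among noncoding RNA, 36 of 76 snoRNA features had enough counts to be tested. Their median was 0.95, with 22 higher and 5 lower, and the camera adjusted p was 0.000163. The difference from matched lists was 0.89. SNR48 (2.57), SNR56 (3.20) and SNR65 (2.55) had the smallest p-values. For tRNA, 30 of 299 features could be tested, and their median was 0.03 with a camera adjusted p of 0.973. Against matched lists the difference was -1.13, with an adjusted p of 0.00048 over random lists. There were 4 tRNA features called higher over all features and 1 adjusted over the list alone. These included tW(CCA)M (3.24) and tX(XXX)D (1.82), with at most 61 counts in any library, and tE(UUC)M (1.59), whose replicates differed, at 402 and 143 counts in trf4Δ against 75 and 79 in the wild type. The value of tE(UUC)M was 0.66 without the first trf4Δ library. The tRNA median was 0.35 without the first trf4Δ library and 0.25 without the second wild-type library, and it was -0.04 among features with at least 10 counts in every library. Reads of this length from tRNA and snoRNA genes can map to several copies or to a host transcript. Of 403 tested ORF names that are outside the RefSeq table, 157 were higher and 17 lower, with a median log2 fold change of 0.69.

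Since the series concerns centromeres, ORFs were also grouped by position, using the systematic names, which number ORFs outward from the centromere on each of 32 arms. The 5 lowest-numbered ORFs of each arm were called centromere-proximal. Of 156 tested, 40 were higher and 57 lower, with a median of -0.14 and a camera adjusted p of 0.133. The median was -0.21 with 3 ORFs per arm and -0.07 with 10, neither past the threshold. CIT2 (2.76), NTH1 (1.43) and ULA1 (1.56) had the smallest p-values among them. The 5 highest-numbered ORFs of each arm were called telomere-proximal, and 83 of 160 could be tested. Their median was 1.08, with 54 higher and 1 lower over all features, 55 and 1 adjusted over the list alone, and a camera adjusted p of 4.05e-05. With 3 ORFs per arm the telomere-proximal median was 0.74, with a camera adjusted p of 0.0284. Setting the 3 members at the floor to their bound left the median log2 fold change at 1.08. Against matched lists the difference was 0.27 and did not pass (adjusted p 0.0833 over random lists). COS10 (1.49), HXK1 (2.60) and PHO11 (-1.87) had the smallest p-values, and COS10 belongs to a family of similar genes. No list of Ty elements was tested, because the naming rule matched 0 features. That rule would miss ORFs of Ty elements listed under systematic names only, so nothing is shown about them.

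Chromosome medians were compared to look for gains of whole chromosomes. The median log2 ratio of chromosome I to the wild-type mean was 0.199 and 0.263 in the trf4Δ libraries, relative to all nuclear ORFs. The corresponding values were 0.149 and 0.158 for chromosome IX, 0.107 and 0.10 for chromosome VI and 0.096 and 0.069 for chromosome III. The wild-type libraries differed from each other by at most 0.019 on any chromosome. A whole extra copy in every cell would give 1 in a haploid, and the ploidy is not stated in the labels.

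The a-specific genes STE2 (18638 and 16927 counts in trf4Δ, 21397 and 21998 in the wild type) and BAR1 (10041 and 8447 against 10963 and 10240) were abundant in all 4 libraries. The alpha-specific gene MF(ALPHA)1 had 16 and 30 counts in trf4Δ and 8 and 8 in the wild type. STE3, also alpha-specific, had 246 and 408 counts in trf4Δ and 64 and 55 in the wild type, a log2 fold change of 2.22 (SE 0.32). The ORFs numbered on either side of the deleted gene were higher in trf4Δ, by log2 fold changes of 1.03 for RRI2, 0.29 for MSN1, 2.29 for PTH4 and 1.35 for SKM1. Under library size alone, log2 fold changes shift upward together, so these 4 directions do not depend on that choice.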

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

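The counts of calls depended most on the scaling. With library size alone, 3162 features were higher, 739 were lower and 28 were at least 2-fold lower, while the count at least 2-fold higher stayed within 1.5 times its reported value. All 4 counts stayed within that range under size factors of the DESeq2 type, scaling from nuclear ORFs, no filter, at least 10 counts in every library, robust fitting, DESeq2 and adjusted p thresholds of 0.01 and 0.1. The labels name no spiked-in RNA, so which scaling is nearer to RNA per cell was not tested.

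With an inter-gene correlation estimated from the data, the medians do not change but the camera calls were lost for TRAMP, exosome and NNS factors (-0.51), core histones (-0.86), NNS-attenuated mRNA (0.078), ribosome biogenesis (-0.82), stress genes (1.83), snoRNA features (0.95), ribosomal proteins (-1.07) and telomere-proximal ORFs (1.08), with adjusted p-values from 0.0905 to 0.222. That estimate rests on few residual degrees of freedom. The causes were not tested. DNA damage genes (0.076) passed with fry, which asks whether a list changes at all and not whether it differs from other features. That question is not the one camera asks, so the outcomes do not conflict.

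Against lists matched on mean expression, an alternative chosen after seeing the data, the kinetochore list passed at -0.23 and tRNA features passed at -1.13 with their sign changed (adjusted p 0.00048), whereas NNS-attenuated mRNA (0.48) and telomere-proximal ORFs (0.27) no longer passed. DNA damage genes (-0.045) changed sign and did not pass (0.834). The value is then a difference from features of the same abundance, and the causes were not tested further. The tRNA median also changed sign, to -0.037, with at least 10 counts in every library, which leaves fewer tRNA features. The other lists kept their direction and their side of the threshold under that comparison.

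Across the 4 fits that each left out a library, which allow no test, the targeted gene ranged from -8.85 to -7.92. List medians ranged from -1.04 to -0.70 for core histones, from 0.035 to 0.24 for NNS-attenuated mRNA, from -0.82 to -0.80 for ribosome biogenesis, from 1.74 to 1.96 for stress genes, from -0.0054 to 0.15 for DNA damage genes, from 0.85 to 1.12 for snoRNA features, from -1.16 to -1.01 for ribosomal proteins, from 0.047 to 0.35 for tRNA features, from -0.16 to -0.12 for centromere-proximal ORFs and from 1.05 to 1.40 for telomere-proximal ORFs. The kinetochore list ranged from -0.12 to -0.04, at -0.04 without the first trf4Δ library and -0.05 without the second wild-type library. The DNA damage median changed sign without the first trf4Δ library (-0.0054) and was 0.15 without the second and 0.03 without the second wild-type library. The NNS-attenuated median was 0.24 without the first trf4Δ library and, at the other end, 0.035 without the second wild-type library. The tRNA median was 0.35 without the first trf4Δ library, 0.047 without the second, 0.07 without the first wild-type library and 0.25 without the second. With 3 ORFs per arm the median of centromere-proximal ORFs was -0.21 (camera adjusted p 0.0681) and that of telomere-proximal ORFs 0.74 (0.0284), and with 10 per arm they were -0.07 (0.312) and 1.10 (2.57e-08), so the calls were the same. The largest chromosome median ranged from 0.199 to 0.270.

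For the 46 single genes named by the preset rule, other than TRF4, 316 alternatives with a test were run. Direction and call were the same in 315, and the call for RNR4 was lost under library size alone (-0.11). Another 184 fits left out a library and gave no call. In these, 27 values moved by more than the spread between replicates and 0 changed direction. The mating-type markers and the ORFs beside the deleted gene were not checked in this way. Nor were phosphate-responsive genes other than PHO11 and PHO12. No paired analysis was possible because the labels give no replicate numbers shared by the groups. Depth limits the features with few counts. Most tRNA features, and the snoRNA features listed at 0, could not be compared at all.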

Other observations

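The tests in this part that used matched lists for ribosomal proteins and snoRNA, and those on STE3, on the neighbours of the deleted gene and on chromosomes, were chosen after the results they measure had been seen, as were the last 2 of the 3 forms of the test for an even background.

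Features with low counts were higher in trf4Δ. Library totals differed little between the groups, and the 10 most abundant features took a similar share in all 4 libraries, so neither depth nor a few dominant features accounts for the order. A candidate technical explanation is an even background of reads along the genome in the trf4Δ libraries, for instance from residual DNA. It was tested in 3 forms on 831 low-count ORFs, and they did not give the same answer. The form set beforehand asked whether few ORFs had a total level in trf4Δ below the median added level, 3.29 CPM per kb, divided by 4. A background allows 5%, and 4.9% (41 ORFs) lay below that level. However, the 831 ORFs came from the 5853 nuclear ORFs kept by the filter, of 6006 listed. ORFs with almost no reads, which a background forbids, were left out beforehand, and 88 ORFs were listed at 0 in every library. This form therefore cannot count in favour of a background. How reads were assigned is not stated, so those zeros do not exclude a background either. A second form, added once the 4.9% was known, asked how many had a total level below the median added level divided by 2. At 9.3% it decided nothing. The third form used the added level, trf4Δ less wild type, in place of the total, and was set after both of these and after the spread of the added levels had been seen. In it 38.5% (320 ORFs) had an added level within a factor of 2 of the median, where an even background needs most of them, and the 10th and 90th percentiles of the added level were 0.008 and 14.6 CPM per kb. The third form argues against an even background as the whole of the rise. Because its limit was chosen with the spread in view, it carries less weight than a test fixed in advance, and a background as part of the rise stays open. An effect of the deletion on low-level transcripts, the difference that the design names, also stays open and was not tested separately.

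Ribosomal protein genes were lower in trf4Δ beyond the fall of abundant features, by -0.648 against matched lists. After a fit on abundance and length together, their median residual was -0.587 with 133 of 138 below the fit, against a spread between replicates of 0.076. Neither trend accounts for the whole fall. Slower growth of the trf4Δ cultures may lower these genes together with ribosome biogenesis genes and raise stress genes. Growth rates were not analysed here, and whether reads shared between copies contribute to the fall was not tested. For snoRNA features, the difference of 0.892 from matched lists argues against the rise of low-count features as the whole cause. The 76 listed features include 30 at 0, so the counting itself may have selected which could be tested, and reads from precursors or host genes stay open.

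ORF names outside the RefSeq table rose less than features of the same abundance, at a median of 0.694 against 1.215, a difference of -0.522 (two-sided p 0.0002 over random lists, the smallest they can give). The prediction written beforehand covered values within or above matched lists, and these lay below. Their rise thus did not exceed the general rise of low-count features, which stays open as its source, while abundance alone did not give their level. Why they rose less was not tested.

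STE3 rose although the strain carries a-specific transcripts. Cells of the alpha mating type mixed into the trf4Δ cultures would bring MF(ALPHA)1, an abundant alpha transcript, yet its counts were 7.03% of those of STE3, which argues against such a mixture as the source of the STE3 counts. Other markers went both ways. Alpha-specific SAG1 was higher (0.50), MF(ALPHA)2 did not change detectably (0.29, adjusted p 0.272 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and a-specific STE2 (-0.52), MFA2 (-0.73), STE6 (-0.48) and BAR1 (-0.43) were lower while ASG7 was higher (2.04). Under library size alone these values would all stand higher. A rise of STE3 as part of the change in low-count features stays open, since it lay at the 89.6 percentile of features of similar abundance.

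The ORFs beside the deleted gene had a mean percentile of 87.4 among features of similar abundance. Of 6127 windows of 4 ORFs elsewhere, 48 (0.78%) were as high, which is consistent with a local effect of the deletion cassette. The percentiles of these 4 ORFs had been seen before the windows were drawn, so this is a hypothesis, and a cassette effect may account for PTH4 and SKM1 without bearing on TRF4 function.

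ORFs of the 4 shortest chromosomes were higher in trf4Δ, with a mean median of 0.138. The chromosomes were picked after their medians had been seen, and an earlier form of these tests, on chromosome I alone against the spread of the wild type, gave 0.098 after the match on expression and 0.182 without telomere-proximal ORFs. A match on mean expression lowered the mean to 0.051 (one-sided permutation p 0.0315), so a larger share of low-count ORFs may account for much of the shift but not clearly for all of it. The matched values were 0.098 for chromosome I, 0.070 for IX, 0.050 for VI and -0.015 for III, so chromosome III did not share what remained. Matched and without telomere-proximal ORFs they were 0.098, 0.053, 0.048 and -0.011. Chromosome XI, which is not among the shortest, had as high a matched value as chromosome I, 0.098. Leaving out the 10 ORFs nearest each telomere left 0.124 (permutation p 0.0002). Shuffled ORFs gave a permutation p of 0.0001, the smallest that 10000 shuffles allow. Shuffling treats neighbouring ORFs as independent and does not allow for the choice of chromosomes, so these p-values are too small. The median of chromosome I, 0.199, was far below a whole extra copy in every cell. After the match its left arm stood at 0.149 (67 ORFs) and its right arm at -0.095 (26 ORFs). An extra copy in a fraction of the cells predicts arms that rise alike, but the difference between the arms was not tested, so it stays open.

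PHO5, PHO11, PHO12 and PHM6 were seen to be lower in trf4Δ, and 11 other phosphate-responsive genes were then chosen. They lay below matched lists by -0.505 (two-sided p 0.003 over random lists), with 7 lower and 3 higher. PHO8 (-0.05), which was among the 11, did not change detectably. Nor did PHO3 (-0.13), which was left out of the 11. The test was not run with PHO3 included. This is consistent with a fall of the group, although PHO89 (1.04), GIT1 (1.37) and GDE1 (0.80) rose, and shared reads between PHO11 and PHO12 leave their separate values uncertain. Phosphate in the medium was not analysed here, and a difference between cultures may be the source.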
